A study of Mus musculus with 8 samples. Its data were reported in "Global Developmental Gene Programing Involves a Nuclear Form of Fibroblast Growth Factor Receptor-1 (FGFR1)" (2015).

How the data were processed

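Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was analysed for 8 libraries from the mouse embryonic stem cell line E14Tg2a, at passages 37 to 40. In ChIP-seq, DNA cross-linked to a protein is recovered with an antibody and sequenced, and the places where fragments pile up are called peaks. Pluripotent cells (ESCs) were kept in leukemia inhibitory factor (LIF), and neuronal cells (NCs) came from LIF-free monolayers treated with 1 µM retinoic acid (RA) for 48 h. The antibodies recognised FGFR1, a fibroblast growth factor receptor that is also found in the nucleus, the nuclear receptors RXR and Nur77, and the histone variant H3.3. Groups were read from the sample titles. FGFR1 in RA had 2 libraries, the second of them titled as a second experiment with the same antibody, and the other 6 groups had 1 library each.

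The authors aligned reads to the mouse genome build mm10 with Bowtie 1.0, keeping only reads with a single place in the genome, and called peaks in each library separately with MACS2 2.0 at a p limit of 1e-05. Their commands name no control library. The result was a peak list per library, without pooling. In these lists the deposited fold value is MACS2's ratio of the fragment pileup at the summit to the local background, with a pseudocount in both terms. The deposited −log10 p and −log10 q values belong to the summit of each peak, and the deposited score is 10 times the −log10 p without its decimals. These values are the authors' and were used to describe, rank or filter peaks within a list, to correlate −log10 p between the FGFR1 replicates, and to infer depth as described next. No interval occurred more than once in a list.

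The lists do not state the number of fragments sequenced. It was approached from the deposited values themselves. Each peak's fold and −log10 p were solved together for a whole number of fragments at the summit and a background, using the Poisson tail that MACS2 applies. A solution within 0.002 of the deposited −log10 p was found for 100% of the peaks in each library. The lowest background in a list is MACS2's genome-wide background in a window as long as the fragment length, and the smallest peak width gives that length. In a set of 1500 peaks per library with a higher background, all backgrounds were whole multiples of a step, within a tolerance of 0.1. That step was, within 1 bp, the fragment length divided by 10000 bp. The higher backgrounds were therefore counts in 10000 bp windows of the same library. Dividing the genome-wide background by the fragment length gave a background density in fragments per kb, used below as the measure of depth. It ranged from 1.27 in the H3.3 library to 7.09 in the RXR library from LIF. If MACS2's default mouse genome size of 1870000000 bp was used, these densities correspond to 2.38 and 13.3 in units of 1000000 fragments. Depth here is thus inferred, and fragments that fell into peaks are included in it.

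Positions are in mm10, counted from 1. The reference was the matching GRCm38 assembly with the GENCODE M21 annotation, while the study used UCSC known genes. Proximal promoters were all positions within 1000 bp of the start of any of 141767 transcripts, distal promoters lay from 5000 to 1000 bp upstream, and the gene body and intergenic space followed in that order. A peak belonged to the first of these that it overlapped by at least 20 bp. Peaks of separate lists were matched where they shared at least 1 bp. Shares from a single library carry exact Clopper-Pearson intervals at 95%, which cover counting error only. Neighbouring peaks are not independent, so the true uncertainty is wider. Values for FGFR1 in RA are means over its 2 libraries with the SD, and each library's own value is given. RXR and Nur77 had 1 library in each state, so no test between LIF and RA was possible for them. For FGFR1 the only spread was that between 2 libraries, too little for a useful test, and none was run. No p-value was computed.

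Chance overlap was taken from 100 circular shifts of the FGFR1 list along each chromosome (seed 20). Sequence words for 9 transcription factor motifs were counted on either strand in 100 bp around each summit and in flanks of the same length 400 bp to either side. Named genes were fixed in advance: 15 genes of the pluripotency core, all 39 protein-coding Hox genes, and 17 genes of retinoid, FGF, mesodermal and neural function, plus the 3 peaks with the highest −log10 p in each library. The study discussed many of these genes because of these libraries, so their binding is not independent evidence. Tcfcp2l1 is listed as Tfcp2l1 in the annotation.

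The comparisons, the gene list and the following alternatives were chosen before the data were examined: a −log10 p of at least 10, a −log10 q of at least 2, a fold of at least 5, chromosomes 1 to 19, X and Y only, an equal number of 11378 peaks per library (all 10634 for H3.3), matching by 50% of the shorter peak or by summits within 100 bp, promoters of 500 bp, summits inside promoters, protein-coding transcripts only, local shifts from 20000 to 1000000 bp, chance within bound promoters, dinucleotide-shuffled windows, motif counts in peaks outside promoters, listed genes with a peak from 5000 bp upstream to 1000 bp downstream of a start, and leaving out each FGFR1 replicate. Alternatives added after the lists were seen were thinning of the deeper library to the depth of the shallower, and removal of peaks that hold an alternating purine-pyrimidine tract (a run in which A or G alternates with C or T) of at least 20 bp. Thinning gave each summit the binomial chance of passing the p limit with fewer fragments. The shuffling was at first run on a sample of the windows and was changed after its small counts were seen to 3 shuffles of every window. Thinning keeps the fragment length of each library and ignores MACS2's minimum width.

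Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. They were tested on simulated data. The fragment number was recovered for 100% of 3122 simulated summits, the matching differed from bedtools 2.31.1 by 0 of 15224 peaks, and unrelated lists of peaks gave an overlap over chance of 1.03. The estimate from thinning was 0.914 of the true number of calls at 0.25 of the depth and 0.965 at 0.5. Expression data were not used here.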

Results

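Peak lists from 8 ChIP-seq libraries were compared. They cover FGFR1, RXR and Nur77 in ESCs kept in LIF and in RA-treated NCs, and H3.3 in NCs. FGFR1 in NCs had 2 libraries (replicates 1 and 2), and the other 6 groups had 1 library each, so the spread between those 2 libraries was the only replicate error available. The background recovered from the deposited fold and −log10 p values served as the measure of depth. In LIF it was 2.71 fragments per kb for FGFR1, 7.09 for RXR and 4.98 for Nur77. In RA it was 4.16 for FGFR1 replicate 1, 6.78 for replicate 2, 1.87 for RXR, 3.82 for Nur77 and 1.27 for H3.3. A median peak rested on 9 to 12 fragments at its summit in the libraries other than FGFR1 replicate 2, where the median was 27. Replicate 2 also had wider peaks, with a median width of 311 bp against 89 bp in replicate 1, and a fragment length of 153 bp against 72 bp.

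The first question was how many sites each factor bound before and after RA. FGFR1 had 11378 peaks in LIF. In RA it had 46137 peaks in replicate 1 and 14082 in replicate 2, with a mean of 30110 ± 22666 (SD, n = 2). The RA over LIF ratio was 4.05 for replicate 1 and 1.24 for replicate 2, with a mean of 2.65 ± 1.99 (SD, n = 2). Both replicates lay above LIF, but the distance from the LIF number to the RA mean was smaller than the SD of the replicates. RXR had 30586 peaks in LIF and 15224 in RA, a ratio of 0.498. Nur77 had 22651 and 25995 peaks, a ratio of 1.15. H3.3 had 10634 peaks in RA. The ratios for RXR and Nur77 have no replicate check. The RXR libraries differed most in depth, the RA library having 0.264 of the background density of the LIF library. RXR was also the factor whose ratio moved most under another setting, to 1.45 with the LIF library thinned to the depth of the RA library and to 6.40 when a −log10 p of at least 10 was required as well.

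**Figure D1:**
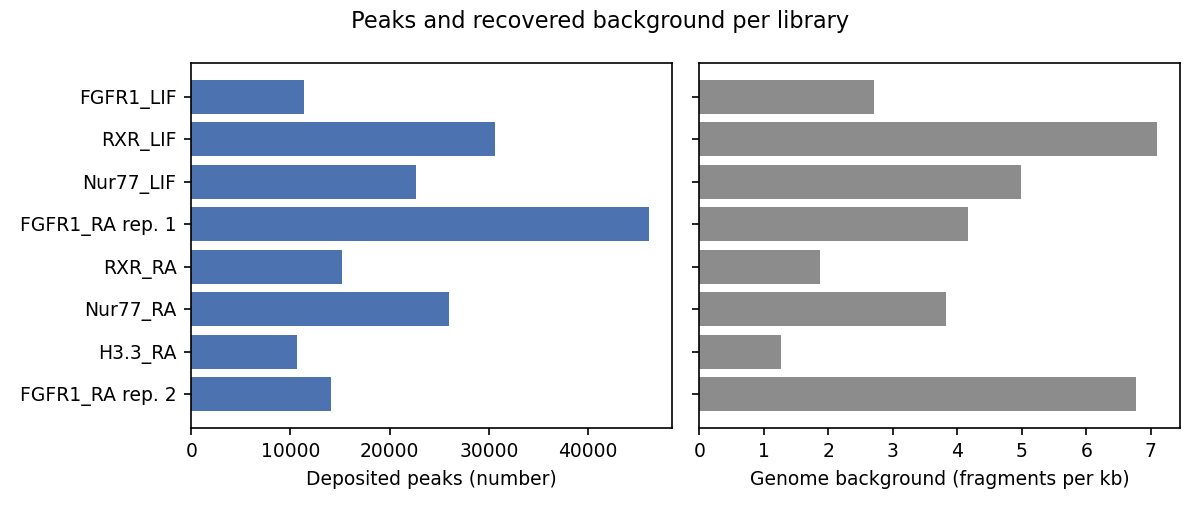
Number of deposited peaks (left) and genome background in fragments per kb recovered from the deposited values (right), with a bar per library. FGFR1 replicate 1 has the most peaks, 46137, at a background of 4.16 fragments per kb, while replicate 2 has 14082 peaks at 6.78.

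The FGFR1 replicates in RA were then compared with each other. Of the 14082 replicate 2 peaks, 58.4% (95% CI 57.6 to 59.3) were found in replicate 1. In the other direction, 20.6% of the 46137 replicate 1 peaks were found in replicate 2. The strongest 1000 peaks of replicate 2 were found in replicate 1 in 89.1% of cases, and those ranked below 10000 in 37.4%. Across the 8229 shared peaks the −log10 p values had a Spearman rho of 0.261. This correlation is across peaks, which are not independent replicates. Of the 10433 promoter windows bound in replicate 2, 75.5% were also bound in replicate 1. In the other direction, 61.6% of the 12802 windows bound in replicate 1 were bound in replicate 2. The base rate was high among bound promoters, however. Among the 18543 promoter windows bound in at least 1 library, independent binding gives 7203 windows shared by the replicates. The observed number, 7880, was 1.09 times that. These windows were chosen by binding, in the replicates among other libraries, which raises the number expected. Over all 70942 merged promoter windows independent binding would give fewer, so 1.09 is a low estimate of the excess. Counted in peaks, 61.9% of the replicate 2 peaks in promoters were found in replicate 1. Among replicate 1 peaks outside promoters, 0.288% of those with an alternating purine-pyrimidine tract of at least 20 bp and 4.56% of the others were found in replicate 2. Restricting each list to its 11378 strongest peaks lowered the share of replicate 2 peaks found in replicate 1 to 27.3%.

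The distribution of peaks over the genome was examined next. Proximal promoters make up 5.88% of the assembly. In LIF they held 33.6% (95% CI 32.7 to 34.5) of FGFR1 peaks, 43.2% (42.6 to 43.7) of RXR peaks and 29.2% (28.6 to 29.8) of Nur77 peaks. In RA the shares were 36.8% (36.4 to 37.3) for FGFR1 replicate 1, 84.4% (83.8 to 85.0) for replicate 2, 36.9% (36.1 to 37.6) for RXR, 26.3% (25.7 to 26.8) for Nur77 and 33.4% (32.5 to 34.3) for H3.3. These are 4.46 to 14.4 times the share of the assembly. The FGFR1 mean in RA was 60.6% ± 33.6 (SD, n = 2), and its rise of 27.0 percentage points from LIF was smaller than the SD. The promoter share fell by 6.30 percentage points for RXR and fell by 2.94 for Nur77. Distal promoters held between 3.15% (FGFR1 replicate 2) and 9.01% (Nur77 in RA) of the peaks. The gene body held 5.98% of the peaks of FGFR1 replicate 2 and 27.9% to 36.3% in the other libraries, and intergenic space held 6.47% against 21.5% to 28.4%.

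Many peaks outside promoters lay on alternating tracts. Peaks with such a tract were 51.7% of the FGFR1 list in LIF, 24.9% for RXR and 35.5% for Nur77. In RA they were 21.1% for FGFR1 replicate 1, 1.26% for replicate 2, 45.2% for RXR, 40.1% for Nur77 and 49.3% for H3.3. When the same peaks were shifted along the chromosomes, 2.26% to 3.41% of the intervals held a tract in the libraries other than replicate 2, and 6.65% did in replicate 2, whose peaks are wider. Removing peaks with a tract was the alternative that moved the promoter comparison most. The RA minus LIF difference then became a rise of 6.81 percentage points for RXR, and for FGFR1 it became -18.0 in replicate 1 and 21.8 in replicate 2, with a mean of 1.90.

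**Figure D2:**
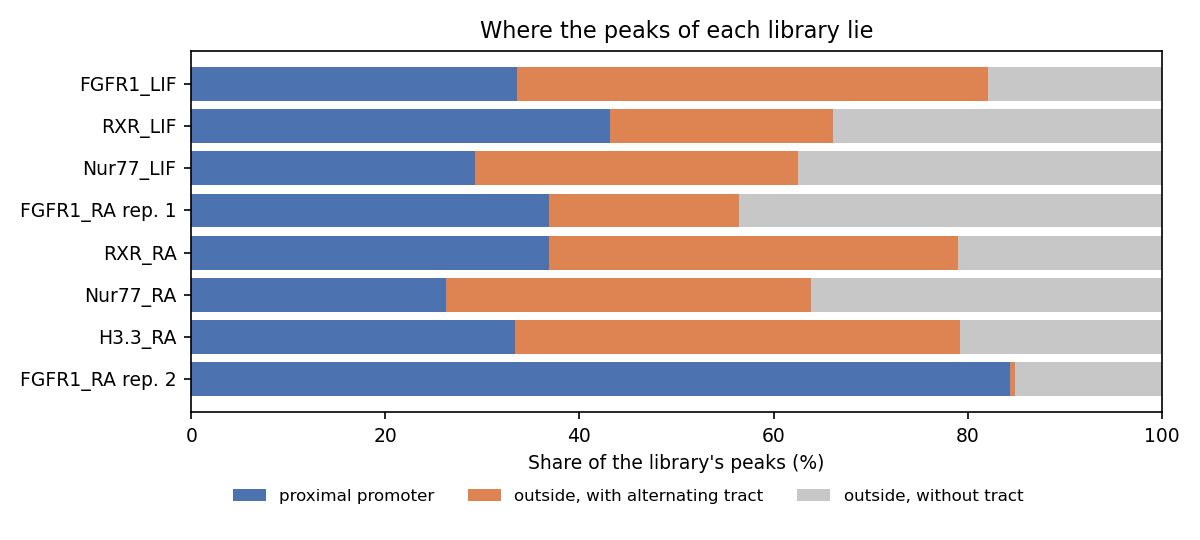
Share of the peaks of each library in percent that overlap a proximal promoter, that lie outside promoters and hold an alternating purine-pyrimidine tract of at least 20 bp, or that lie outside without a tract. Peaks with a tract outside promoters make up 19.6% to 48.4% of the lists other than FGFR1 replicate 2, where they are 0.447%.

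Whether FGFR1 bound together with RXR and Nur77 was asked by overlap. In LIF, 19.9% (95% CI 19.5 to 20.4) of RXR peaks and 22.7% (22.1 to 23.2) of Nur77 peaks had an FGFR1 peak. Of the 8764 RXR peaks that overlapped a Nur77 peak, 45.5% (44.5 to 46.6) did. In RA the values depended on the FGFR1 replicate. The share for RXR was 61.6% with replicate 1 and 22.2% with replicate 2, a mean of 41.9% ± 27.9 (SD, n = 2). For Nur77 it was 48.6% and 13.6%, a mean of 31.1% ± 24.7 (SD, n = 2). For the 7126 RXR peaks shared with Nur77 it was 82.3% and 22.6%, a mean of 52.4% ± 42.3 (SD, n = 2). In each of these 3 comparisons the difference between LIF and the RA mean was smaller than the SD. With replicate 1 all 3 shares were higher in RA than in LIF, and with replicate 2 those for Nur77 and for shared peaks were lower. This depended on the tract peaks. Without them both replicates lay above LIF in all 3 comparisons, and each difference was larger than the SD. The values were 13.6% in LIF against 53.0% ± 18.8 (SD, n = 2) in RA for RXR, 14.8% against 34.8% ± 17.8 (SD, n = 2) for Nur77, and 34.7% against 67.8% ± 26.6 (SD, n = 2) for shared peaks. These lists differ in length, at 5493 FGFR1 peaks in LIF against 36407 and 13904 in RA, and 22973 RXR peaks against 8340. A longer FGFR1 list can raise the share by itself, and no run without tract peaks was made at equal numbers. The SD also leaves out the spread of the LIF, RXR and Nur77 libraries. With an equal number of peaks per library and tract peaks kept, the RA means were instead lower than LIF in all 3, by less than the SD. FGFR1 peaks with neither RXR nor Nur77 were 37.7% (36.8 to 38.6) of the list in LIF. In RA they were 64.5% and 64.8%, a mean of 64.6% ± 0.265 (SD, n = 2), and this difference was larger than the spread between replicates. With an equal number of peaks per library it narrowed to 54.6% in LIF against 64.3% in RA, where the replicates gave 50.04% and 78.5%, so that replicate 1 lay below LIF. The overlaps in LIF also moved most under that setting, the share of shared RXR and Nur77 peaks with FGFR1 rising to 63.6%.

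**Figure D3:**
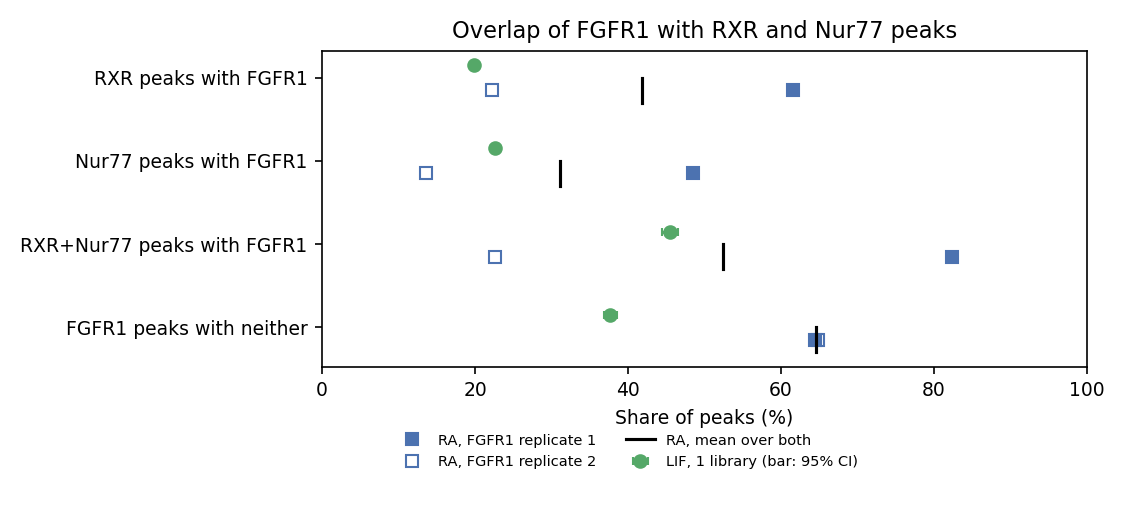
Share of peaks in percent for each overlap comparison, with LIF as a circle and its 95% interval, the FGFR1 replicates in RA as a filled and an open square, and their mean as a line. For RXR peaks with FGFR1 the squares lie at 61.6% and 22.2%, while for FGFR1 peaks with neither partner they lie together at 64.5% and 64.8%.

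These overlaps were far above the level of shifted lists. In LIF the overlap was 122 times chance for RXR and 132 times for Nur77. In RA it was 117 times (replicate 1) and 71.8 times (replicate 2) for RXR, and 103 and 46.6 times for Nur77. Within the 18543 promoter windows bound in at least 1 library, co-binding exceeded the number that independent binding gives by a smaller factor, from 1.08 for Nur77 with FGFR1 replicate 2 to 1.75 for Nur77 with FGFR1 in LIF. Taking only bound windows raises the number expected, so these factors are low estimates. H3.3, used by the study as a marker of gene activation, was compared with FGFR1 in RA. An H3.3 peak was found at 16.7% of replicate 1 peaks and 15.2% of replicate 2 peaks, a mean of 15.95% ± 1.05 (SD, n = 2). The replicates were less close with a −log10 p of at least 10, at 15.4% and 7.97%, and with matching by summits, at 15.2% and 9.26%. Counted from H3.3, 7554 of its 10634 peaks were found in replicate 1 and 2180 in replicate 2. Of the FGFR1 peaks with H3.3, 38.03% lay in proximal promoters in replicate 1 and 90.57% in replicate 2. The similar shares in the main comparison therefore do not mean that the same sites were matched.

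Retention of sites through differentiation was measured as the share of LIF peaks that overlapped a peak of the same factor in RA. It was 59.0% for FGFR1 with replicate 1 and 27.5% with replicate 2, a mean of 43.3% ± 22.3 (SD, n = 2). It was 25.5% (95% CI 25.0 to 26.0) for RXR and 35.5% (34.9 to 36.1) for Nur77. Overlap with other factors in RA could be as large. Of RXR peaks in LIF, 47.9% overlapped FGFR1 replicate 1, 24.7% replicate 2 and 31.7% Nur77. For Nur77 peaks in LIF the shares were 45.8% and 16.5% with FGFR1 and 25.8% with RXR. FGFR1 peaks in LIF overlapped Nur77 in 48.3% and RXR in 37.8%. The measure is thus not specific to the factor. With an equal number of peaks per library it was 29.7% for FGFR1, 36.3% for RXR and 35.1% for Nur77.

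The listed genes were then examined for peaks in their proximal promoters. Of 71 genes, 9 had an FGFR1 peak in LIF, 53 in RA replicate 1 and 36 in replicate 2. RXR had peaks at 35 in LIF and 13 in RA, Nur77 at 17 and 20, and H3.3 at 8. Among all 21911 protein-coding genes, FGFR1 had peaks at 16.98% in LIF, 50.8% in replicate 1 and 49.6% in replicate 2. With an equal number of peaks per library the number of listed genes fell to 10 in replicate 1 and to 32 in replicate 2, against 9 in LIF. Under the same setting RXR had peaks at 8 in both LIF and RA, and Nur77 at 7 in LIF and 4 in RA. Of the 15 pluripotency genes, FGFR1 had peaks at 4 in LIF (Suz12, Tfcp2l1, Myc and Ep300), and the peak at Myc held an alternating tract. In both RA replicates it had peaks at 11 (Sox2, Klf4, Stat3, E2f1, Esrrb, Suz12, Smad1, Zfx, Tfcp2l1, Ctcf and Ep300). No library had a peak within 1000 bp of a Pou5f1 transcript start. Of the 39 Hox genes, Hoxd1, Hoxd12 and Hoxd13 were bound by FGFR1 in LIF. In RA, 24 were bound in replicate 1 and 11 in replicate 2, with only 7 bound in both. All 8 mesodermal genes were bound by FGFR1 in both RA replicates, and 1 of them, Porcn, in LIF. These gene lists depended on the number of peaks. When it was made equal, the genes bound in both RA replicates were 1 pluripotency gene (Ep300), 1 Hox gene (Hoxa2) and 2 mesodermal genes (Notch1 and Hspg2). For these sets in that order, replicate 1 then had 1, 4 and 2, replicate 2 had 11, 8 and 8, and LIF had 4, 3 and 1.

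Cyp26a1, which encodes an RA-degrading enzyme, lies on chromosome 19 from 37697798 to 37701536 (mm10, plus strand). FGFR1 had no peak at its promoter in LIF. In RA replicate 1 the peak from 37697850 to 37697978 had a −log10 p of 37.8 and its summit in the coding sequence. In replicate 2 the peak from 37697656 to 37698108 had a −log10 p of 66.8 and its summit in the untranslated part of the gene. RXR had a peak there in LIF, with a −log10 p of 10.6, and none in RA within 1000 bp of a start. When the promoter was taken from 5000 bp upstream, RXR had a peak at Cyp26a1 in RA too. H3.3 had a peak in RA at the same start, with a −log10 p of 8.99. At Sox2, on chromosome 3 from 34650405 to 34652461 (plus strand), the FGFR1 peaks in the RA replicates did not coincide. The same was true of Klf4 and E2f1, so that at 3 of the 11 pluripotency genes bound in both replicates no peaks coincided, and it was true of Dusp6 and Nkd1 among the mesodermal genes. At Sox2 that of replicate 1 ran from 34650895 to 34651085 in the coding sequence and that of replicate 2 from 34649806 to 34650058, upstream of the gene in an intron of Sox2ot.

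The strongest peaks of the lists lay mostly outside promoters. Of the 21 top peaks of the libraries other than FGFR1 replicate 2, 19 held an alternating tract and 17 were absent from replicate 2. The strongest peak of Nur77 in LIF, of Nur77 in RA, of FGFR1 replicate 1 and of H3.3 was the same site in an intron of Cntnap4 on chromosome 8, spanning 112854272 to 112854494 in the Nur77 list from LIF. Its alternating run starts at 112854418 with TGCGTGCGTGCATGTGTGCGTGCG. The peak had a −log10 p of 200 and a fold of 49.3 in that list. It was also the second strongest RXR peak in LIF and had no counterpart in FGFR1 replicate 2. The strongest peak of FGFR1 replicate 2 lay in an intron of Gm33838 on chromosome 9, from 35305129 to 35305600, with a −log10 p of 280, and a peak was present there in all 8 libraries. The next ones lay over untranslated exons at the promoters of Srsf7 (chromosome 17, 80207051 to 80207529) and Rpl3 (chromosome 15, 80083063 to 80083574).

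Sequence words were compared between summits and flanks. The nuclear receptor core word AGGTCA was less frequent at summits than in flanks in all 8 libraries. It occurred in 2.85% of FGFR1 summits in LIF, 4.54% of RXR and 4.65% of Nur77 summits in LIF, 3.46% of RXR summits in RA and 4.51% of Nur77 summits in RA. The ratio of summits to flanks ranged from 0.521 (FGFR1 in LIF) to 0.887 (FGFR1 replicate 1). Compared with shuffled summit windows of the same dinucleotide content, the ratio passed to the other side of 1 in 7 libraries, with values from 1.09 to 1.29, and was 0.999 in FGFR1 replicate 2. The CTCF word was found at 1.68% (95% CI 1.56 to 1.80) of FGFR1 replicate 1 summits, 22.1 times the flanks, and at 0.526% (0.413 to 0.660) of replicate 2 summits, 5.10 times. In LIF it was at 0.176% of FGFR1 summits, 1.82 times the flanks. The ratio was 4.31 for RXR and 2.69 for Nur77 in LIF, and 11 for RXR, 5.90 for Nur77 and 10 for H3.3 in RA. Of the 7 other words counted, 5 were more frequent at summits than in flanks in all 8 libraries. The ratios ranged from 3.96 to 12.3 for the cAMP response element, 6.17 to 28 for NRF1, 3.07 to 9.59 for YY1, 1.66 to 7.33 for ETS and 1.69 to 5.88 for the E-box. The words for NRF1 (GCGCATGCGC) and the E-box (CACGTG) themselves alternate purine and pyrimidine. Tract peaks may add to their ratios, and no count was made without those peaks. Compared with shuffled windows, the ratio was 7.17 to 12.95 for the cAMP response element, 4.62 to 18.7 for NRF1 and 4.98 to 11.7 for ETS. YY1 had at most 6 matches in the shuffled windows of a library, too few for a stable ratio. For the E-box the ratio to shuffled windows was only 1.08 to 1.73. The lowest was for RXR in RA, which had 4.42 times the flanks. The highest was for FGFR1 replicate 2, which had 1.69 times the flanks. Outside promoters the ETS ratio to flanks fell to 1 or below in 5 libraries, the lowest being 0.706 for RXR in RA. The YY1 ratio there ran from 0 to 1.5 where it could be formed. It rested on at most 3 summits in a library, too few to be read. The NBRE word was less frequent at summits than in flanks in all 8 libraries, at 0.140 to 0.426, but more frequent than in shuffled windows, at 1.35 to 2. The Oct-Sox word was less frequent than in flanks, at 0.350 at most, with no more than 7 matching summits in a library.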

Values the study reported

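For cells kept in LIF the study reported 11,378 FGFR1, 30,586 RXR and 22,651 Nur77 peaks, and for RA-treated cells 46,137, 15,224 and 25,995. It gave the share of RXR peaks that also had FGFR1 as 19% in ESCs and 61% in NCs, that of Nur77 peaks as 22% and 54%, and that of sites with both RXR and Nur77 as 45% and 83%. In its repeat of the FGFR1 experiment in NCs the study counted 11,223 sites in proximal promoters.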

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

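The thinning tests of peak number and the tests without tract peaks were chosen only after the result was seen. The depth tests of promoter share were written before their own values were known, but the reading of the RXR value was changed after it was seen. The differences between factors given here were not tested, since every group but FGFR1 in RA has 1 library.

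Peak numbers moved in opposite directions in RA. FGFR1 rose in both libraries, to 4.05 and 1.24 times LIF, and Nur77 rose to 1.15 times, while RXR fell to 0.498 times. Depth was weighed first. With the RXR libraries brought to equal depth the ratio became 1.45, so the fall in RXR peaks may come from the shallower RA library, and a loss of RXR sites is not shown by these numbers. For Nur77 the RA library was the shallower of the pair, which argues against depth as the cause of its rise. Thinning the LIF library could only raise the ratio, here to 1.26, and so adds no test. For FGFR1 replicate 1 the ratio stayed at 3.603, which argues against depth there too, while for replicate 2 it was 1.01, so depth may account for its small excess over LIF among all peaks. Without tract peaks, which are common in LIF and rare in replicate 2, the ratio for replicate 2 was 2.53. It was then 6.63 for FGFR1 replicate 1, 0.363 for RXR and 1.07 for Nur77, so the contrast between FGFR1 and RXR widened. None of these ratios without tract peaks was tested at equal depth. The contrast between RXR and the other factors is therefore open, and a biological difference between the factors in RA remains untested.

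Promoter shares also moved apart. They rose by 3.23 and 50.8 percentage points in FGFR1 replicates 1 and 2, and moved by -6.30 points for RXR and -2.94 points for Nur77. Unequal numbers of tract peaks were weighed. Without them the RXR share rose by 6.81 points and that of FGFR1 replicate 1 moved by -18.0 points, both to the other side of 0. The tract peaks are thus a candidate cause of these opposite movements. They are not the whole cause for FGFR1 replicate 2, which still rose by 21.8 points, nor for Nur77, which still moved by -2.23 points. At equal depth the difference was -1.54 points for RXR. Under the prediction as first written, a share that still fell would have spoken against depth as the whole cause. Because most of the fall was gone, depth and other causes cannot be told apart there. It was 3.16 points for FGFR1 replicate 1, 54.1 for replicate 2 and -2.52 for Nur77, which argues against depth as the whole cause in those 3 comparisons.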

How the results depend on the processing

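The thinned values and the removal of tract peaks were chosen after seeing the data. No paired analysis was possible because the groups compared share fewer than 2 replicate numbers. No p-value was involved, so a result was read as moved when it left the 95% interval of its own count or difference, or for FGFR1 in RA when it moved by more than the SD, and ratios when they changed by more than 1.5 times. Among the main results, 98 values under an alternative stayed within those limits, 58 moved and 10 changed direction. The SD of FGFR1 in RA is wide for most overlaps, so that staying within it says little.

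Peak number ratios stayed within 1.5 times under the stricter −log10 p, −log10 q and fold limits and with chromosomes 1 to 19, X and Y only. Counting every deposited row and requiring a −log10 q of at least 2 removed or added no peak, so these settings tested nothing. For FGFR1 the ratio ran from 1.24 to 4.05 when each replicate was left out. Without tract peaks it was 4.58, with 6.63 and 2.53 in the replicates. Thinning changed the direction for RXR, to 1.45, and to 6.40 with a −log10 p of at least 10. With both, FGFR1 gave 1.37, the mean of 1.96 in replicate 1 and 0.784 in replicate 2, so that replicate 2 fell below LIF. Nur77 gave 2.32. By construction thinning removes weak peaks of the deeper library.

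With a −log10 p of at least 10, the share with FGFR1 in LIF was 23.1% for RXR, 26.5% for Nur77 and 52.5% for peaks with both. FGFR1 peaks with neither were 42.5% in LIF and 74.1% in RA, those with H3.3 11.7%, replicate 2 peaks found in replicate 1 50.2%, Nur77 peaks kept 37.9%, and the RXR promoter share moved by -11.0 points. With equal numbers of peaks these were 35.4%, 32.9% and 63.6%, then 54.6% and 64.3%, with 27.3% of replicate 2 found in replicate 1, 36.3% of RXR peaks kept and -4.59 points for the RXR promoter share. Matching by 50% of the shorter peak gave 18.3% for RXR and 20.9% for Nur77, 41.4% and 67.4% with neither, 14.7% with H3.3, 55.3% of replicate 2 found, and 23.3% of RXR and 33.0% of Nur77 peaks kept. Matching by summits gave 17.1%, 19.9% and 40.1% in LIF, 42.3% and 71.8% with neither, 12.2% with H3.3, 44.3% of replicate 2 found, and 21.9% and 32.2% kept. The rule of 50% is stricter than 1 bp by construction, while that of summits is not, since narrow peaks can have summits within 100 bp and share no base. Promoters of 500 bp gave -5.22 points for RXR.

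Without tract peaks the share with FGFR1 in LIF was 13.6% for RXR, 14.8% for Nur77 and 34.7% for both, 68.4% of FGFR1 peaks in RA had neither, 13.1% had H3.3, and 19.9% of RXR and 25.3% of Nur77 peaks were kept. For FGFR1 the share kept rose instead, to 61.2%, with 66.8% and 55.6% in the replicates, which stayed within the SD. The shares with FGFR1 in RA stayed within the SD as well, but their differences from LIF, in lists of unequal length, then exceeded it. The RXR promoter share changed direction, to 6.81 points. The FGFR1 mean was 1.90 points and hid opposite values of -18.0 and 21.8 in the replicates.

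Chance within bound promoters lowered co-occupancy to 1.48 for RXR and 1.75 for Nur77 in LIF, and in RA to 1.23 and 1.22 for RXR and 1.14 and 1.08 for Nur77 with replicates 1 and 2. Part of that lowering follows by construction, because only bound windows were counted. For AGGTCA, shuffled windows changed the direction in LIF to 1.09 for FGFR1, 1.16 for RXR and 1.16 for Nur77, and in RA to 1.14 for FGFR1 replicate 1, 1.29 for RXR, 1.20 for Nur77 and 1.20 for H3.3. The CTCF ratio moved with shuffling to 4.29 for FGFR1 and 4.60 for Nur77 in LIF, and outside promoters to 40.3 for FGFR1 replicate 1, 14.7 for replicate 2 and 17.6 for RXR in RA. The cause was not tested for values where none is named. Of the counts of listed genes under an alternative, 10 moved by more than 1.5 times and 22 did not. The RXR and H3.3 libraries in RA were the shallowest, at 1.87 and 1.27 fragments per kb, and the effect of depth on the H3.3 list was not tested.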

Other observations

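The tests of why tract peaks are few in replicate 2, the tests of the replicate difference by thinning and by tracts, and that of chromosome 8 were chosen only after the result was seen. Chance within bound promoters was chosen beforehand, but the limit for reading it was changed after its value was seen, from a fixed ratio to the range that independent binding gives. The tests of weak peaks, of shared tracts and of chromosomes X and 11 were written before their values were known.

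Tract peaks were common to the libraries of all 4 antibodies and rare in FGFR1 replicate 2. Outside promoters, 1431 sites were present in all 7 other libraries, 82.5% of them with a tract, and only 57 of these sites had a peak in replicate 2. Of the 527 promoter sites present in the same 7 libraries, 78.2% had a peak in replicate 2. Recovery by the FGFR1 antibody alone is argued against by the pattern itself, not by a separate test. The lowest tract share among the RXR, Nur77 and H3.3 libraries was 24.9%, above the 21.1% of FGFR1 replicate 1. Greater depth in replicate 2 is argued against as well, because the RXR library from LIF was deeper and held 24.9%. Enrichment of the tracts whatever the antibody went with the data. Outside promoters, tract peaks recurred with another antibody more often than other peaks in each library, the lowest ratio being 1.06, although they are also the stronger peaks in 7 of the libraries and strong peaks recur more. Without a control library in the peak calling, such sites may pass the p limit in any library. According to the study, control IgG precipitated no chromatin in a pilot sequencing experiment or in separate ChIP assays. No IgG library was among those examined here. A difference in library preparation stays open. The fragment length of replicate 2 was 153 bp, longer than in the other libraries, but experiment and replicate cannot be told apart. No biological explanation was tested.

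The FGFR1 replicates in RA differed in number and place. Depth is argued against for the number, since replicate 2 was the deeper library and had fewer peaks. Thinning it could only raise the ratio of replicate 1 to replicate 2, here to 3.48, and so adds no test. For the promoter share, tract peaks are not the whole cause, as replicate 1 without them had 44.8% of its peaks in promoters against 84.7% in replicate 2. Weak peaks are not the whole cause either, because the 14082 strongest peaks of replicate 1 had 39.4% in promoters. Preparation of the second experiment was not tested apart from the replicate, and what made the lists differ is open.

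FGFR1 peaks coincided with RXR and Nur77 peaks far above chance. A preference of each factor for promoters is not the whole cause, as the lowest ratio within bound promoters was 1.08, beyond counting error. Shared tracts are not the whole cause, since at least 13.6% of RXR or Nur77 peaks without a tract had an FGFR1 peak. In LIF tracts took a large part of the overlap outside promoters, as 77.4% of RXR peaks there that matched FGFR1 held a tract, against 40.4% of all RXR peaks there. In RA, 67.5% of the RXR peaks there that matched replicate 1 held a tract, close to the 66.8% of all, and 6.69% of those that matched replicate 2. For Nur77 in RA the shares were 59.3% with replicate 1 and 7.67% with replicate 2, against 50.9% of all. Differences in accessibility among promoters were not measured here and may give such an excess without joint binding.

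Peaks were unevenly spread over the chromosomes. Chromosome 11 had the most peaks per Mb in all 8 libraries, chromosome 8 came next in all but FGFR1 replicate 2, and Y and X had the fewest. In FGFR1 from LIF the densities were 7.54 on chromosome 11, 5.91 on 8 and 0.573 on X. Promoter density is not the whole cause. The bound share of promoter windows on chromosome 11 was at least 1.498 times the median of the other autosomes in every library, and on chromosome 8 at least 1.27 times in the 7 libraries. On X it was at most 0.614 times, and that highest value came from FGFR1 replicate 2, while the next highest was 0.296. The number of chromosome copies in these cells and the mappability of X were not tested and may add to these differences.

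The share of Nur77 peaks with FGFR1 in RA was 31.1% over both replicates here and 48.6% with replicate 1. The mean is lower than the value quoted from the study above, and replicate 1 is nearer to it. The share of RXR and Nur77 shared peaks with FGFR1 in RA was 52.4% over both replicates and 82.3% with replicate 1. The mean is lower than the value quoted from the study above, and replicate 1 is near it. The same holds for RXR, at 41.9% over both replicates and 61.6% with replicate 1.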
